# iNOS is a key mediator of anti-PD-1 melanoma therapy response

**DOI:** 10.3389/fimmu.2026.1837275

**Published:** 2026-06-22

**Authors:** Quang Tam Nguyen, Youngchul Kim, Thi Hong Nga Le, Saurabh Garg, Vishanna Balkaran, Trisha Bhathivi, Alejandra Chamizo, Christopher W. Dukes, Kimberly Ward, Andrew S. Brohl, Lilit Karapetyan, Nikhil I. Khushalani, Zeynep Eroglu, Ahmad A. Tarhini, James J. Mulé, Joseph Markowitz

**Keywords:** anti-PD-1, immunotherapy, iNOS, melanoma, nitric oxide

## Abstract

**Background:**

Inducible nitric oxide synthase (iNOS) and its product nitric oxide (NO) were historically linked to poor melanoma outcomes, yet recent evidence shows NO supports anti-tumor immunity. This study examines how iNOS shapes anti–PD-1 efficacy, particularly through interferon signaling.

**Methods:**

B16-D5 melanoma tumors were implanted in wild-type (WT) and iNOS knockout (KO) mice to compare tumor growth and response to anti–PD-1 therapy. Flow cytometry, apoptosis assays, and RNA sequencing assessed NO production, PD-L1 expression, and interferon-related gene activation. *In vitro*, melanoma cells were treated with NO donors (DETA NONOate, SNAP) to assess proliferation and apoptosis. Peripheral blood mononuclear cells from 27 melanoma patients receiving anti–PD-1 therapy were analyzed with multiparameter flow cytometry to correlate NO-associated immune subsets with progression-free survival (PFS).

**Results:**

Tumors grew significantly faster in iNOS KO mice, and anti–PD-1 therapy had no effect, demonstrating that iNOS-derived NO contributes to treatment efficacy. NO donors inhibited melanoma proliferation and induced apoptosis *in vitro*. Transcriptomic analysis showed anti–PD-1 upregulated interferon pathway genes (STAT1, IRF1, IFNB1) in WT but not iNOS KO mice. In patients, a NO-producing dendritic-cell subset (DAF-FM^+^CD11c^+^) was associated with improved PFS (hazard ratio 0.453; 95% CI = 0.270-0.992; p=0.048), indicating a NO-dependent enhancement of interferon-driven immune activity.

**Conclusion:**

iNOS-derived NO is necessary for effective anti–PD-1 immunotherapy in melanoma, promoting interferon signaling and immune activation. Loss of iNOS impairs tumor control and immune responsiveness, supporting NO as a potential biomarker and therapeutic adjunct to be explored while challenging assumptions about its deleterious role in melanoma.

## Introduction

The presence of cytokine-inducible nitric oxide (NO) biosynthesis in humans was conclusively established during interleukin 2 melanoma therapy (1). There is growing evidence that NO has a dichotomous effect on melanoma depending on its concentration and source, being melanoma itself or infiltrating immune cells (i.e., T cells), with different putative effects based on immune-based treatments (2–6). Upwards of 60% of patients can respond to combination checkpoint blockade in melanoma, but this is only 40% with single-agent anti-PD-1, albeit with significantly less toxicity (7, 8). Understanding the mechanisms of response and resistance to anti-PD-1 therapy is crucial for enhancing efficacy and outcomes in melanoma patients.

Nitric oxide has long been linked to melanoma, with iNOS levels and biochemistry reviewed elsewhere (5). Subsequently, it was found that anti-PD-1 functions partially by stimulating a type I interferon effect (9). PD-L1 expression is known to be enhanced with increased interferon (IFN) signaling in the setting of checkpoint blockade (9). Our prior studies showed that elevated STAT1 nitration, a key player in type I immune responses, is associated with improved relapse-free survival in ipilimumab-treated patients (3). Additionally, our analysis of proteomic profiles from FFPE samples collected before anti-PD-1 therapy suggested that iNOS plays a central role in distinguishing good responders from poor responders (4). This study investigated the role of nitric oxide (NO) in melanoma models treated with anti-PD-1 and revealed, for the first time, that anti-PD-1 therapy is ineffective without NO, which is linked to an IFN response.

## Methods

### Culture medium and tumor cell line

Complete medium (CM) consisted of RPMI 1640 supplemented with 10% heat-inactivated FCS, 0.1 mM nonessential amino acids, 1 μM sodium pyruvate, 2 mM fresh l-glutamine, 100 μg/ml streptomycin, 100 U/ml penicillin, 50 μg/ml gentamycin, 0.5 μg/ml fungizone, and 0.05 mM 2-mercaptoethanol (Thermofisher, Waltham, MA). A poorly immunogenic, highly metastatic subclone of the murine melanoma cell line B16-D5, herein denoted B16, has been previously characterized (10).

### Measurement of PD-L1 expression on B16 melanoma cells

B16-D5 cells (2 × 10^4^) were seeded in 24-well plates and incubated for 24 hours. Cells were then treated with varying concentrations of DETA-NONOate, a nitric oxide donor (#AC328650250, ThermoFisher, Waltham, MA) for 24 hours, followed by trypsinizing and staining with BV421-conjugated anti-mouse PD-L1 (CD274, #564716, BD Biosciences, Franklin Lakes, NJ) or isotype control (#562965, BD Biosciences). Flow cytometry was performed using a BD™ LSR II system.

### CFSE cell proliferation assay and DAF-FM measurement by flow cytometry

B16-D5 cells were stained with 5 μM CFSE (#423801, BioLegend, San Diego, CA) for 20 min at 37 °C per manufacturer’s instructions. Excess dye was removed by washing with five volumes of CM. Then, 2 × 10^4^ B16-D5 cells were seeded per well in a 24-well plate. The next day, varying concentrations of DETA NONOate or SNAP were added. After 48 hours, cells were trypsinized, washed, and stained with Zombie NIR fixable viability dye (#423106, BioLegend, San Diego, CA). Flow cytometry was performed using the BD™ LSR II system. Since CFSE halves with each division, live single cells (Zombie NIR–negative) were gated, and CFSE mean fluorescence intensity was used to assess proliferation.

DAF-FM (4-amino-5-methylamino-2’,7’-difluorofluorescein) was used as a fluorescent probe for nitric oxide detection. To quantify nitric oxide levels within tumor microenvironment cell populations, C57BL/6J mice were inoculated subcutaneously with 1 × 10^5^ B16 melanoma cells and treated as indicated. Tumors were subsequently excised, and single−cell suspensions were prepared. Single-cell tumor suspensions were incubated with 150 nM DAF-FM (#D23844, Invitrogen, Waltham, MA) as previously described (2), then stained with CD45-PE-Cy-5 (#394612, BD Biosciences, Franklin Lakes, NJ) and analyzed using the BD™ LSR II Flow Cytometer System.

### Apoptosis assay

B16-D5 melanoma cells (2 × 10^4^) were seeded in 24-well plates and allowed to adhere for 24 hours. Media were replaced, and cells treated with varying concentrations of DETA NONOate or SNAP. After 48 hours, the cells were trypsinized and apoptosis was assessed via flow cytometry using the FITC Annexin V Apoptosis Detection Kit I (#556547, BD Biosciences, Franklin Lakes, NJ) per manufacturer’s instructions. Cells were washed with PBS, resuspended in 1X binding buffer, stained with 5 µl Annexin V-FITC and 5 µl PI, incubated for 15 minutes at room temperature in the dark and measured by flow cytometry.

### Murine experiments

C57BL/6J and iNOS KO mice were obtained from Jackson Laboratories (Bar Harbor, ME) at 4 weeks of age and housed for 2 weeks under institutional IACUC approval. B16-D5 cells were injected subcutaneously into the flank of mice 8 days before treatment (day -8) to allow tumors to establish. Day 0 marks the initiation of therapy. Mice were randomly assigned to three groups: control (no treatment), IgG-treated (#BE0089, BioXCell, Lebanon, NH), and anti-PD-1-treated (#BE0146, BioXCell, Lebanon, NH). Treatments (250 µg/200 µL PBS) were administered on Days 0 and 3. Tumor sizes were measured with electronic calipers, and tissues were collected at various post-treatment time points, snap-frozen, and stored at −80 °C.

### RNASeq measurement and processing of data

Fresh tumor tissue was processed for total RNA extraction using the RNeasy Blood & Tissue Kit (Qiagen, Germantown, MD) per the manufacturer’s instructions. RNA was quantified with the Qubit Fluorometer (ThermoFisher Scientific, Waltham, MA) and assessed for quality using the Agilent TapeStation 4200 (Agilent Technologies, Santa Clara, CA). Samples were prepared for RNA sequencing with the NuGEN Universal Mouse RNA-Seq Library Preparation Kit with NuQuant (Tecan Genomics, Redwood City, CA). Using 100 ng of RNA, cDNA and strand-specific libraries were generated following the manufacturer’s protocol. Quality control included TapeStation size assessment and quantification via the Kapa Library Quantification Kit (Roche, Wilmington, MA). Final libraries were normalized, denatured, and sequenced on the Illumina NovaSeq 6000 using 200-cycle reagent kits, yielding ~60 million 100-base read pairs per sample (Illumina, Inc., San Diego, CA).

### Flow cytometry of PBMCs from melanoma patients

Peripheral blood samples were collected from 27 patients receiving pembrolizumab or nivolumab for metastatic melanoma under protocol MCC 19634 approved by the Advarra^®^ Institutional Review Board. A flow cytometry panel was used to analyze PBMCs prior to anti-PD-1 treatment, including markers for DAF-FM (nitric oxide), CD3, CD4, CD8, CD25, CD127, CD56, CD19, and CD11c. Controls included compensation beads for matrix calibration, fluorescence minus one (FMO) controls for gating, isotype controls to account for patient variability, and a live/dead marker. Cell phenotypes were determined using MPATR, a multi-parameter phenotyping analysis tool developed by our group (2).

### Bioinformatics analysis

For RNASeq data, read adapters were detected using BBMerge (v37.02) (11) and subsequently removed with cutadapt (v1.8.1) (12). Processed raw reads were then aligned to mouse genome mm10 using STAR (v2.7.7a) (13). Gene-level expression was estimated as read count using RSEM (v1.3.0) (14) and GENCODE gene model vM21. Gene expression data were then normalized and differential expression between experimental groups were evaluated using DESeq2 (15). A false-discovery rate was controlled at 0.05 using a multiplicity test. Qiagen Ingenuity Pathway Analysis software was used to analyze the data from the RNASeq analysis, employing standard techniques (16, 17). To examine the relationship between NO levels in immune cell subtypes and progression-free survival (PFS), we employed Cox proportional hazards regression (CPH) and partial least squares regression (PLS) models of the nodes in the clustering trees as a function of PFS risk.

### Statistical analysis

Statistical analysis of tumor growth curves was performed using a CGGC permutation test. CFSE, apoptosis, PD-L1, and NO levels were summarized using mean and standard deviation. Group differences were assessed using two-sample t-tests or Wilcoxon rank-sum tests, selected based on distribution normality. For comparisons among three or more groups, one-way ANOVA followed by Dunnett’s *post-hoc* test was used. Paired t-tests or Wilcoxon signed-rank tests evaluated differences between time points.

## Results

### Reduced nitric oxide production promotes melanoma tumor growth *in vivo*

We first investigated NO involvement in regulating tumor growth. As shown in **Figure 1**, tumor growth accelerated more rapidly in iNOS KO mice compared to the wild-type WT control group (p = 0.0065), suggesting that NO production is a negative regulator of melanoma growth *in vivo.*

**Figure 1:**
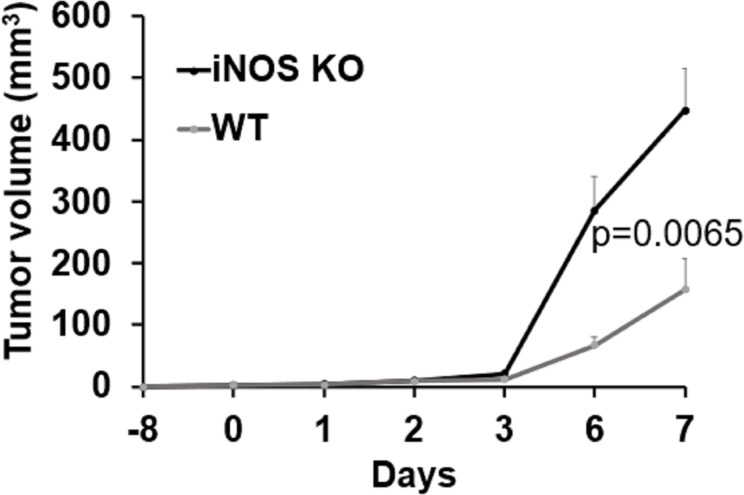
Accelerated melanoma growth in iNOS KO mice. C57BL/6J WT or iNOS KO mice were subcutaneously injected into the flank with 1x10^5^ B16-D5 melanoma cells on day -8. Tumor sizes were measured daily (n = 6 mice per group). Statistical analysis of tumor growth curves was performed using a CGGC permutation test (p < 0.01), representative of 2 experiments performed.

### Nitric oxide inhibits proliferation and induces apoptosis of melanoma cells *in vitro*

To assess nitric oxide’s effect on melanoma proliferation, two NO donors were tested: DETA NONOate which releases NO spontaneously, and SNAP which generates NO via a thiol-dependent mechanism (18). CFSE-labeled B16 melanoma cells were treated with varying donor concentrations for 48 hours. Flow cytometry showed DETA NONOate significantly inhibited proliferation in a dose-dependent manner (**Figure 2A**, p < 0.0001). SNAP markedly reduced melanoma cell proliferation at a concentration of 400 µM (p<0.0001), with the inhibitory effect reaching a plateau between 800 and 1200 µM (**Figure 2B**).

**Figure 2:**
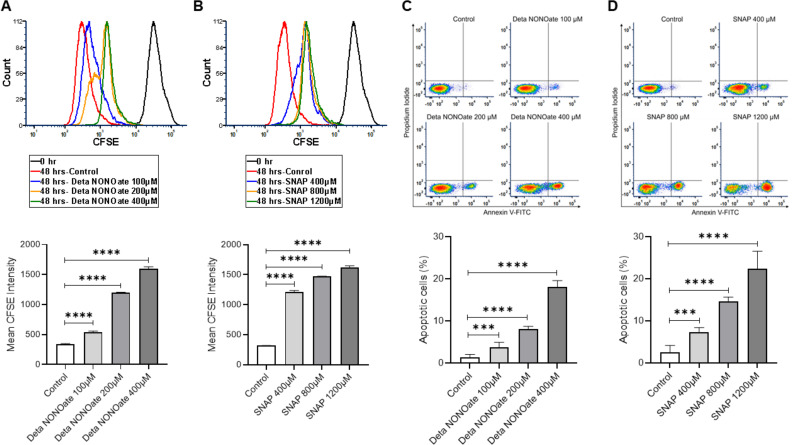
Treatment with NO donors inhibits growth and induce apoptosis of B16 melanoma cells *in vitro*. **(A, B)** B16-D5 melanoma cells were incubated with 5 µM CFSE. The CFSE-labeled cells were washed, incubated for 24 hours, and then treated with various concentrations of either DETA NONOate **(A)** or SNAP **(B)** for 48 hours. Cell division was monitored by flow cytometry. Representative histograms (top panels) and mean CFSE intensity (bottom panels) are shown. **(C, D)** B16 cells were treated with DETA NONOate **(C)** or SNAP **(D)** for 48 hours, followed by staining with Annexin V-FITC and propidium iodide (PI). Representative flow cytometry dot plots (top panels) and quantification of apoptotic cells in the total cell population (bottom panels) are shown. Data are from 3 independent experiments. Ordinary one-way ANOVA with Dunnett’s multiple comparisons test was used to analyze the data. ***p < 0.001, ****p < 0.0001. Deta NONOate, Diethylamine NONOate; SNAP, S-Nitroso-N-acetylpenicillamine.

A previous study showed that NO donors induce apoptosis in human melanocytes (19). To assess whether reduced melanoma proliferation involves apoptosis, B16 melanoma cells were treated with DETA NONOate or SNAP (**Figures 2C, D**), followed by Annexin V/PI staining. Both NO donors significantly increased apoptosis compared to untreated controls. DETA NONOate (400 µM) caused a ~13-fold rise in apoptotic cells (18.1% vs. 1.3%), while SNAP showed a dose-dependent effect, with 7.3% apoptosis at 400 µM and 22.4% at 1200 µM (**Figures 2C, D**). These results indicate that NO donors directly induce apoptosis in B16 melanoma cells.

Our findings show that NO donors suppress B16 melanoma cell growth by inducing apoptosis. Reduced viability and increased Annexin V^+^ apoptotic populations in a dose-dependent manner indicate that NO anti-proliferative effects are primarily apoptotic rather than cytostatic.

In the context of immune checkpoint blockade, NO–induced apoptosis may offer dual benefits: reducing tumor burden and increasing immunogenic antigen availability. This could potentiate PD-1 blockade by strengthening cytotoxic T cell responses. Thus, NO donors may serve as effective adjuncts to immunotherapy, combining direct tumoricidal action with immune enhancement.

### Anti-tumor effect of anti-PD-1 treatment is NO dependent

To determine whether anti-PD-1 treatment modulates NO production, we measured NO levels in B16-D5 tumor-bearing WT mice treated with anti-PD-1 antibodies. Administration of anti-PD-1 led to a marked increase in NO production in both CD45^+^ immune cells and CD45^-^ non-immune cells within the tumor, as indicated by elevated DAF-FM fluorescence levels at 6 hours post-treatment (**Supplementary Figure 1**). It should be acknowledged that DAF-FM binds to NO and NO metabolites. It is possible that this transient elevation is partly contributed by NO metabolites. Therefore, iNOS KO mice were used throughout the study to eliminate the effects of NO produced by iNOS in the animal model.

To further explore molecular responses to anti-PD-1 therapy, we performed pathway analysis on transcriptomic data from B16-D5 tumors in WT mice 6 hours post-treatment, comparing them to IgG and untreated controls. 

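The 6-hour data are 9 strand-specific RNA libraries, each from the tumor of 1 WT mouse, with 3 mice treated with anti-PD-1, 3 treated with control IgG and 3 untreated. B16-D5 is a subclone of a mouse melanoma line. The authors removed adapters, aligned the reads to mm10 with STAR and estimated a read count per gene of GENCODE vM21 with RSEM. The deposited values are whole-number counts on 55450 genes without normalization, and all 55450 gene identifiers matched vM21, whose coordinates are on GRCm38. Treatment, genotype and time were taken from the sample titles, because the other label fields conflict with them. Of the 48 samples of the series, 14 carry a treatment field that matches the title. Of the 30 samples of the WT time course, 11 carry a matching time field and 5 match in every field. The titles place the 9 tumors at day 0, which is taken here as the paper's 6 hours because therapy began on day 0 and the time field steps from 0 hours to 6 hours to day 1. Anti-PD-1 tumors had between 31666195 and 40638277 counts on genes, with a median of 34283804. IgG tumors had between 25574203 and 35329474, with a median of 31912273, and untreated tumors between 30148778 and 39594528, with a median of 39104830. The paper states about 60 M read pairs per sample, and the values here use the counts on genes, whose mean was 35.8 ± 6.55 M (SD, n = 48 libraries). All 30 libraries of the time course entered 1 edgeR fit, so that every group added to the estimate of the spread between mice. They are untreated tumors at 0 hours and untreated, anti-PD-1 and IgG tumors at 6 hours, day 1 and day 3, with 3 tumors per group. The quasi-likelihood test with TMM normalization covered the 26848 genes that passed edgeR's filter on low counts (minimum count 10), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The common coefficient of variation between tumors of a group was 0.671. Expression is given as CPM, the count scaled by the library's TMM-adjusted total. A count of 0 allows up to 3 counts, which was between 0.0767 and 0.105 CPM in these 9 libraries, and this limit covers counting error only. Ingenuity Pathway Analysis, which the paper used for its pathways and networks, draws on a knowledge base that was not used here.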

Informatics gene pathway and network analysis revealed a significant upregulation of key transcription factors (STAT1, IRF1, IFNG, and IFNB1), central to type I and II interferon signaling in tumors from WT mice 6 hours post–anti-PD-1 treatment (**Figures 3A**, orange), indicating pathway activation in response to PD-1 blockade. In this respect, anti-PD-1 therapy is known to increase type II interferon responses (9). Together, these data revealed that anti-PD-1 treatment induced NO production in the tumor microenvironment and enhanced early interferon signaling.

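Irf1 (ENSMUSG00000018899.16), which lies on chromosome 11 of GRCm38 from 53770014 to 53778374, had 132.3 ± 105.6 CPM after anti-PD-1, 52.5 ± 55.6 CPM after IgG (SD, n = 3 in each group), and the untreated tumors had 41.2, 23.1 and 19.7 CPM. The log2 fold change of Irf1 was 1.33 against IgG (standard error 0.800, adjusted p = 0.967 from edgeR) and 2.24 against untreated tumors (standard error 0.824, adjusted p = 1). Single tumors moved Irf1, whose log2 fold change against IgG ranged from 0.56 without anti-PD-1 replicate 5 to 2.75 without IgG replicate 1. Ifng (ENSMUSG00000055170.4, chromosome 10, 118441046 to 118445892) had 62, 0 and 130 counts in the anti-PD-1 tumors, 22, 2 and 0 counts in the IgG tumors and 3, 0 and 0 counts in the untreated tumors. Its log2 fold change against IgG was 2.84 (standard error 2.10, adjusted p = 1 from edgeR), with a range from 1.71 to 5.76 without the same 2 libraries. The untreated tumors were all at or under the limit of 3 counts, and so was 1 of the 3 anti-PD-1 tumors. Ifnb1 (ENSMUSG00000048806.4, chromosome 4, 88522025 to 88522774) had 0 counts in all 9 libraries and was not detectable at this depth.

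**Figure D1:**
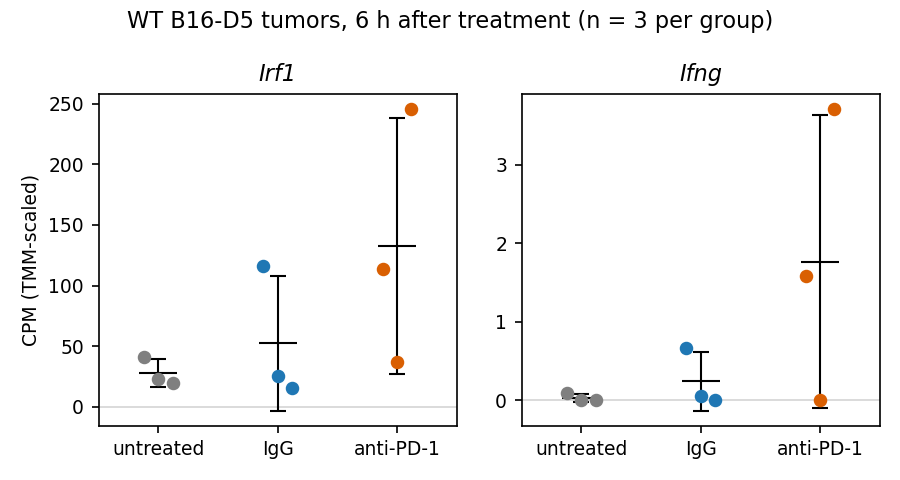
CPM of Irf1 and Ifng (vertical axes, TMM-scaled) in untreated, IgG and anti-PD-1 tumors of WT mice at 6 hours. Each point is 1 tumor, the line is the mean and the bars are the SD (n = 3), and the anti-PD-1 tumors of Irf1 spread from 37.2 to 246.0 CPM, which overlaps the IgG tumors at 15.7 to 116.5 CPM.

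Across all genes, 0 differed at an adjusted p-value under 0.05, whether anti-PD-1 was compared with IgG or with untreated tumors. At an unadjusted p-value under 0.05, 209 genes were higher and 966 lower than after IgG, and 573 were higher and 313 lower than in untreated tumors. Single tumors moved the first of these results, with 1187 higher and 981 lower without IgG replicate 1, 977 and 986 without IgG replicate 2, 110 and 619 without IgG replicate 6 and 265 and 369 without anti-PD-1 replicate 1, and it was 415 and 466 with the level of counts on sensory receptor genes as a covariate, an alternative chosen after seeing the data. Against untreated tumors the balance reversed with this covariate, to 415 higher and 621 lower, and it was 922 and 386 without untreated replicate 1, 321 and 307 without untreated replicate 4, 366 and 351 without anti-PD-1 replicate 5 and 248 and 211 with a replicate block. The paper names DESeq2 but not which of its tests was used. At an adjusted p-value under 0.05, the DESeq2 Wald test gave 1 gene against IgG and 7 against untreated tumors. The fit without the filter on low counts gave 75 genes against untreated tumors and 0 against IgG (1636 at an unadjusted p-value under 0.05). Without the filter Irf1 had an adjusted p-value of 0.0247 against untreated tumors, where the alternatives gave adjusted p-values from 0.0247 to 1. Of the 13 genes in Fig. 3A, 11 had enough counts to be tested, and 8 of them moved against IgG in the direction of the figure's colors, as did 7 of them against untreated tumors. With p-values adjusted over the list alone, 1 gene passed against IgG and 0 passed against untreated tumors, where 3 had an unadjusted p-value under 0.05. That gene was Zbtb10 (ENSMUSG00000069114.8), with a log2 fold change of −0.63 (standard error 0.195, adjusted p = 0.967 over all genes) and each anti-PD-1 tumor under each IgG tumor. It is drawn in orange, so its RNA moved against the figure's color. The figure was drawn from these samples, so the count over its list is not independent evidence. The colors of the paper's pathway figures come from an analysis that was not repeated here. Here and below they are set against each gene's own RNA, which is another measure.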

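Interferon signaling at 6 hours was also measured over lists of genes, which use more counts than any single gene. The lists hold 40 type I interferon-stimulated genes, 34 IFN-γ response genes and 25 cytotoxic lymphocyte genes that passed the filter, and each was tested with fry, limma's directional rotation test, on the edgeR fit. The p-values were adjusted over 30 list tests, which are these 3 lists in 10 comparisons. The IFN-γ response genes had a median log2 fold change of 0.83 against IgG (32 of 34 genes higher, adjusted p = 0.593 from limma's fry) and 1.72 against untreated tumors (32 of 34 higher, adjusted p = 0.421). Type I interferon-stimulated genes had a median of 0.29 against IgG (37 of 40 higher, adjusted p = 0.698) and 0.77 against untreated tumors (40 of 40 higher, adjusted p = 0.394). The cytotoxic lymphocyte genes had a median of 0.60 against IgG (22 of 25 higher, adjusted p = 0.698) and 1.03 against untreated tumors (25 of 25 higher, adjusted p = 0.573), or 0.51 and 1.00 with genes at the limit of 3 counts set to their bounds. With 1 tumor left out in turn, the median ranged from 0.07 to 1.28 against IgG and from 0.50 to 1.85 against untreated tumors. Genes of a list rise and fall together within a tumor, so the number of genes that are higher does not count independent observations. The mean log2 expression of the IFN-γ response genes was 6.40, 4.80 and 7.42 in the 3 anti-PD-1 tumors, 6.78, 4.60 and 4.62 in the IgG tumors and 5.44, 4.36 and 4.44 in the untreated tumors. The difference from IgG was within this spread. Without anti-PD-1 replicate 5 the median of the IFN-γ response genes against IgG fell to 0.02 and that of the type I genes to −0.12, and without IgG replicate 1 the medians were 1.93 and 0.65. Against untreated tumors they fell to 1.06 and 0.37 without anti-PD-1 replicate 5. IgG alone differed from untreated tumors in the same direction, with a median of 0.85 for the IFN-γ response genes (adjusted p = 0.689) and 0.58 for the type I genes (adjusted p = 0.573), but without IgG replicate 1 these were −0.29 and 0.16. The setting that moved the list tests most was camera with its preset correlation of 0.01 in place of fry, which gave the IFN-γ response genes an adjusted p-value of 3.34e-08 against IgG, where the alternatives ranged from 3.34e-08 to 0.925. Nos2 (ENSMUSG00000020826.8, chromosome 11, 78920787 to 78960254), which encodes iNOS, had 2.29 ± 1.29 CPM (SD, n = 3 tumors) after anti-PD-1, 1.88 ± 0.383 CPM after IgG and 1.76 ± 0.457 CPM in untreated tumors. Its log2 fold change was 0.28 against IgG (standard error 0.853, adjusted p = 1 from edgeR). From the transcription factors marked orange in Fig. 3A, the paper concludes that PD-1 blockade activated the type I and II interferon pathways, and with its NO measurements it concludes that anti-PD-1 enhanced early interferon signaling.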

**Figure 3:**
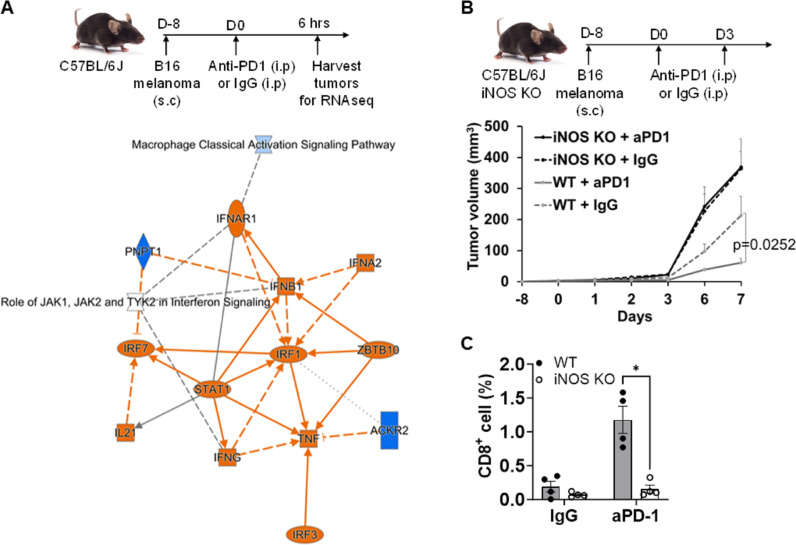
Anti-tumor effect of anti-PD-1 antibody treatment is abolished in iNOS KO mice. C57BL/6J WT or iNOS KO mice were subcutaneously injected with 1x10^5^ B16-D5 melanoma cells 8 days prior to administration of either anti-PD-1 or IgG control antibodies (250 µg/mouse). **(A)** Timeline of the experiment (top panel) and transcriptomics of cells isolated from tumor masses at 6 hours post-treatment of antibodies (bottom panel), followed by pathway analysis (RNASeq performed in triplicate using individual tumors from three animals per condition). **(B)** Experimental timeline diagram for animal studies (top panel) and tumor growth curve (bottom panel). Tumor induction was performed as in **(A)**. Administration of anti-PD-1 or IgG control antibodies (250 µg/mouse) was conducted on Day 0 and day 3 (top panel). Tumor sizes were measured daily (bottom panel) (n = 7 mice per group; experiment performed in duplicate). Statistical analysis of tumor growth curves was performed using a CGGC permutation test. **(C)** Tumors from experiment in **(B)** were stained for CD8 cells and quantified using QuPath. Multiple t-test with Welch correction was used to analyze data. *p<0.05.

To confirm NO’s role in anti-PD-1 efficacy, WT and iNOS KO mice were treated with control IgG or anti-PD-1 antibodies. The anti-tumor effect of anti-PD-1 therapy was eliminated in the iNOS KO mice, as indicated by overlapping tumor growth curves for anti-PD-1 and IgG treated iNOS KO mice (**Figure 3B**). Moreover, anti-PD-1–induced CD8 T cell increase in WT mice was absent in iNOS KO mice (**Figure 3C**). Together, this data demonstrated that the presence of iNOS and the resulting nitric oxide production are necessary for the efficacy of anti-PD-1 therapy.

### NO contributes to an optimal interferon-dependent response to anti-PD-1 therapy

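The day 7 data are 18 RNA libraries, each from the tumor of 1 mouse. WT and iNOS KO mice were untreated or received IgG or anti-PD-1, with 3 tumors in each of the 6 groups, and the libraries were made and counted in the same way as those at 6 hours. The titles give KO for 9 of the samples, whereas the genotype field reads WT for all 48 samples of the series, and the time field reads day 7 for 0 of these 18, so the genotype was again taken from the titles. The titles of these 18 give no time, and day 7 was taken from the paper's Fig. 4. In anti-PD-1 tumors, the counts on genes came to 35616739, 11625862 and 18797177 in WT replicates 2, 3 and 4 and to between 31913805 and 40501207 (median 38838019) in iNOS KO mice. IgG tumors had between 27233047 and 33948155 (median 32230983) in WT mice and between 34215906 and 40959309 (median 40439775) in iNOS KO mice. Untreated tumors had between 35710121 and 37816043 (median 37587605) in WT mice and between 23267834 and 39675612 (median 29668565) in iNOS KO mice. The 18 libraries entered 1 fit of their own, which covered 30837 genes, with a common coefficient of variation of 0.786 between tumors of a group. The limit of 3 counts was 0.0853, 0.197 and 0.143 CPM in WT anti-PD-1 replicates 2, 3 and 4 and between 0.0778 and 0.0933 CPM in the anti-PD-1 tumors of iNOS KO mice. Nos2 had between 1.15 and 5.92 CPM (median 4.21) in the 9 tumors labelled iNOS KO and between 1.40 and 7.28 CPM (median 3.28) in the 9 WT tumors. With the treatments pooled, the 2 genotypes did not differ (exact permutation test, two-sided, p = 0.656). This pools opposite directions, with log2 fold changes of −0.85 after anti-PD-1, 0.89 after IgG and 0.50 without treatment (adjusted p = 0.284, 0.6325 and 0.626 from edgeR). The injected B16-D5 cells do not come from iNOS KO mice, and counts per gene do not separate their RNA from that of the host. Part of the counts in 3 libraries lay on genes of sensory receptors. On 1490 olfactory, vomeronasal and taste receptor genes, WT anti-PD-1 replicate 3 had 3686.6 CPM, WT anti-PD-1 replicate 4 had 1296.1 CPM and untreated iNOS KO replicate 1 had 908.6 CPM, while the other 15 libraries had between 11.7 and 229.8 CPM. Across these receptor genes, which are not independent replicates, the counts rose with exonic length (Spearman's rho 0.786, 0.679 and 0.538 in the 3 libraries). They came to 7.85, 4.46 and 3.87 counts per kb of exon, a rate that over the exons of all genes would make up 8.86%, 3.11% and 2.18% of the library, against 0.12% in WT anti-PD-1 replicate 2. This rate is called the background, and 2 alternatives chosen after it was seen either subtract it from every gene in proportion to its exonic length or enter its level into the fit as a covariate. After anti-PD-1 the receptor genes had 49.4 to 3686.6 CPM in WT and 15.7 to 17.2 CPM in iNOS KO tumors. The covariate thus goes with the genotype there and can take out part of a genotype difference.

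**Figure D2:**
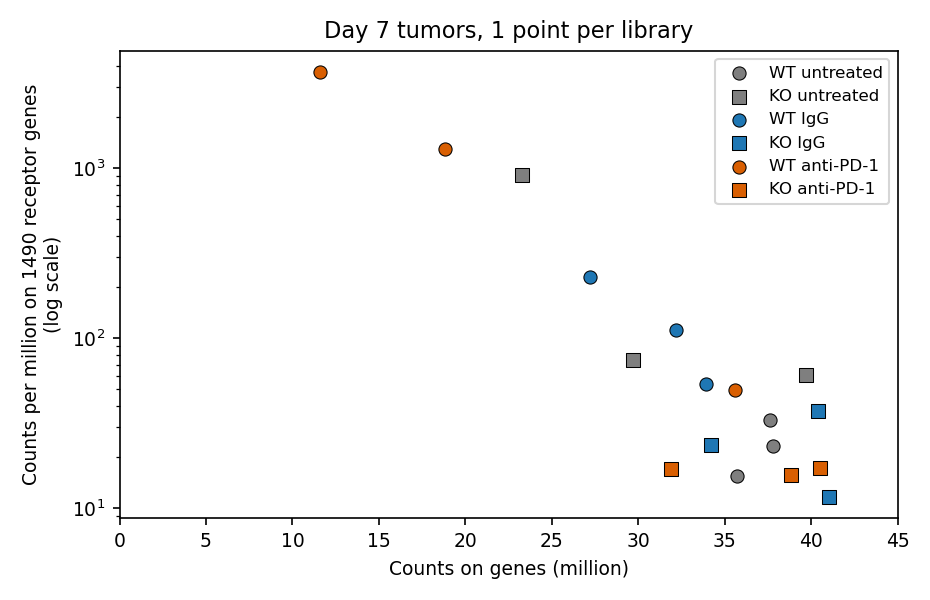
CPM on 1490 sensory receptor genes (vertical axis, log scale) against the counts on genes in each library (horizontal axis) for the 18 tumors at day 7, with 1 point per library. WT anti-PD-1 replicates 3 and 4 have the highest receptor CPM, 3686.6 and 1296.1, and the fewest counts, 11625862 and 18797177.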

To investigate signaling pathways affected by iNOS deficiency during anti-PD-1 therapy, tumors were injected subcutaneously into the flank, and treatment started on day 0 (**Figure 4A**). 

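Between anti-PD-1-treated iNOS KO and WT tumors at day 7, 0 of the 30837 genes tested differed at an adjusted p-value under 0.05. At an unadjusted p-value under 0.05, 1755 genes were higher and 8204 lower in iNOS KO tumors. The median log2 fold change of all tested genes was −0.91, and it was −1.02 with DESeq2's size factors in place of TMM and −0.19 with the background counts subtracted. Of the 8204 lower genes, 3334 (40.6%) had under 0.1 CPM on average over the 16 libraries other than WT anti-PD-1 replicates 3 and 4, against 19.9% of all genes tested, and subtracting the background left 4019 lower genes. With the background level as a covariate, 511 genes were higher and 404 lower at an unadjusted p-value under 0.05, and the median was 0.01. Among the planned settings that kept all libraries, the DESeq2 Wald test moved the count most. It gave 398 genes higher and 2829 lower at an adjusted p-value under 0.05. On background-subtracted counts it gave 77 higher and 919 lower. A single library also decided the count, since without WT anti-PD-1 replicate 2 the edgeR fit called 4959 genes, 2192 of them higher and 2767 lower. At an unadjusted p-value under 0.05 there were then 4653 higher and 15513 lower, against 356 and 3445 without WT anti-PD-1 replicate 3 and 1282 and 5318 without iNOS KO replicate 1. The type I interferon-stimulated genes had a median log2 fold change of −0.13 (31 of 40 genes lower, adjusted p = 0.755 from limma's fry), which became 0.30 without WT anti-PD-1 replicate 2. Their mean log2 expression was 4.90, 4.45 and 4.98 in the 3 iNOS KO tumors and 5.57, 4.46 and 4.70 in the WT tumors, so the difference was within the spread between mice.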

Transcriptomic analysis revealed significantly reduced activation of interferon-related genes in anti-PD-1–treated iNOS KO mice compared to WT (**Figure 4B**). 

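Irf1, Irf3 and Irf7 were compared between anti-PD-1-treated iNOS KO and WT tumors. Irf1 had 25.6 ± 1.46 CPM (SD, n = 3) in iNOS KO and 38.2 ± 14.5 CPM (SD, n = 3) in WT tumors, a log2 fold change of −0.58 (standard error 0.323, adjusted p = 0.196 from edgeR), and each iNOS KO tumor lay under each WT tumor, where 3 tumors against 3 do not overlap by chance, in 1 direction or the other, for 10% of genes. Irf3 (ENSMUSG00000003184.15, chromosome 7, 44997648 to 45002848) had 37.0 ± 4.47 and 33.5 ± 6.08 CPM, a log2 fold change of 0.14 (standard error 0.162, adjusted p = 0.525 from edgeR). Irf7 (ENSMUSG00000025498.15, chromosome 7, 141262706 to 141266481) had 19.8 ± 8.90 and 26.3 ± 21.8 CPM, a log2 fold change of −0.41 (standard error 0.490, adjusted p = 0.546 from edgeR). WT anti-PD-1 replicate 2 was the highest WT tumor for Irf1 and Irf7, and without it their log2 fold changes were −0.17 and 0.59. Over all alternatives they ranged from −0.97 to −0.17 for Irf1 and from −1.08 to 0.59 for Irf7. The direction of Irf3 changed without WT anti-PD-1 replicate 3 (−0.01) and with the background level as a covariate (−0.18). Cd274 (ENSMUSG00000016496.7), which encodes PD-L1, had a log2 fold change of −0.15 (standard error 0.272, adjusted p = 0.700 from edgeR). It became 0.14 without WT anti-PD-1 replicate 2 and ranged from −0.63 to 0.14 over all alternatives.

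**Figure D3:**
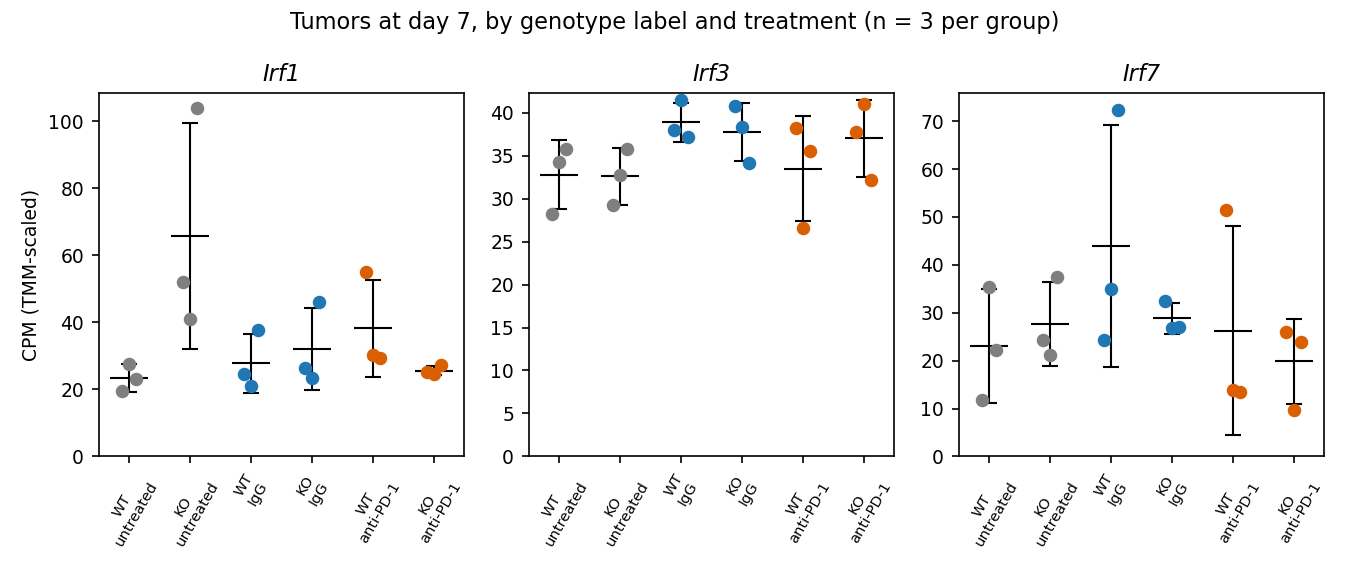
CPM of Irf1, Irf3 and Irf7 (vertical axes, TMM-scaled) in WT and iNOS KO tumors at day 7, untreated or treated with IgG or anti-PD-1. Each point is 1 tumor, the line is the mean and the bars are the SD (n = 3), and after anti-PD-1 the mean of Irf1 is 25.6 CPM in iNOS KO and 38.2 CPM in WT tumors.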

Gene pathway and network analysis showed that iNOS deficiency suppressed multiple interferon-regulated pathways, with key transcription factors (STAT1, IRF1, IRF3, and IRF7) downregulated (blue). This effect was expected as STAT1 binds to the iNOS promotor (20). These findings show that anti–PD-1 therapy triggers a nitric oxide–dependent interferon response in the tumor microenvironment, and that iNOS deficiency impairs both this response and results in lack of therapeutic efficacy.

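Whether the effect of anti-PD-1 depends on the genotype was tested as an interaction, the change from IgG to anti-PD-1 in iNOS KO tumors minus the same change in WT tumors. In WT tumors at day 7, 0 genes differed between anti-PD-1 and IgG at an adjusted p-value under 0.05, with 3261 higher and 1773 lower at an unadjusted p-value under 0.05, and without WT anti-PD-1 replicate 2 there were 2271. With the background level as a covariate the balance reversed, to 792 higher and 981 lower at an unadjusted p-value under 0.05, and without WT anti-PD-1 replicate 3 it was 1149 and 193. In these WT tumors the type I interferon-stimulated genes had a median log2 fold change of −0.28 (29 of 40 lower, adjusted p = 0.593 from limma's fry). It ranged from −0.73 to −0.09 with 1 tumor left out in turn. The IFN-γ response genes had a median of 0.15 (23 of 35 higher, adjusted p = 0.853), which became −0.21 without WT anti-PD-1 replicate 2. The cytotoxic lymphocyte genes had 0.29 (18 of 25 higher, adjusted p = 0.704), which became −0.12 without WT IgG replicate 2. The interaction itself reached an adjusted p-value under 0.05 for 0 genes, with 300 higher and 1987 lower at an unadjusted p-value under 0.05. Its median over all tested genes was −0.47, and −0.14 with the background subtracted. With the background level as a covariate, 500 were higher and 455 lower and the median was 0.02, and there were 2747 and 3711 without WT anti-PD-1 replicate 2 and 58 and 949 without WT anti-PD-1 replicate 3. Over the lists, its median was 0.02 for the type I interferon-stimulated genes (17 of 40 lower, adjusted p = 0.943) and −0.72 for the IFN-γ response genes (28 of 35 lower, adjusted p = 0.593), and it was −2.04 for the cytotoxic lymphocyte genes (24 of 25 lower, adjusted p = 0.388). The last 2 became −0.15 without WT anti-PD-1 replicate 2 and −1.34 without WT anti-PD-1 replicate 3. The sign of the type I median changed under several settings and ranged from −0.26 without WT anti-PD-1 replicate 3 to 0.40 without WT anti-PD-1 replicate 2. Irf1 had an interaction of −0.78 on the log2 scale (standard error 0.456, adjusted p = 0.694 from edgeR), which ranged from −1.03 to −0.40 with 1 tumor left out in turn. For Irf3 and Irf7 the interaction was 0.19 in each (adjusted p = 0.902 and 1.00 from edgeR). Of the 17 genes in Fig. 4B, 14 were tested between anti-PD-1-treated iNOS KO and WT tumors, and 10 moved in the direction of the figure's colors. Of these, 0 passed with p-values adjusted over the list alone, in a figure drawn from these samples, and 2 had an unadjusted p-value under 0.05. DESeq2 called 1 of them, Prdm16 (ENSMUSG00000039410.16), with a log2 fold change of 0.54 in the edgeR fit (standard error 0.197, adjusted p = 0.134 from edgeR and 0.0356 from DESeq2). From the lower interferon-related genes and transcription factors of Fig. 4B, the paper concludes that iNOS deficiency impairs an interferon response that anti-PD-1 triggers through nitric oxide, and it links this to the loss of tumor control in Fig. 3B.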

**Figure 4:**
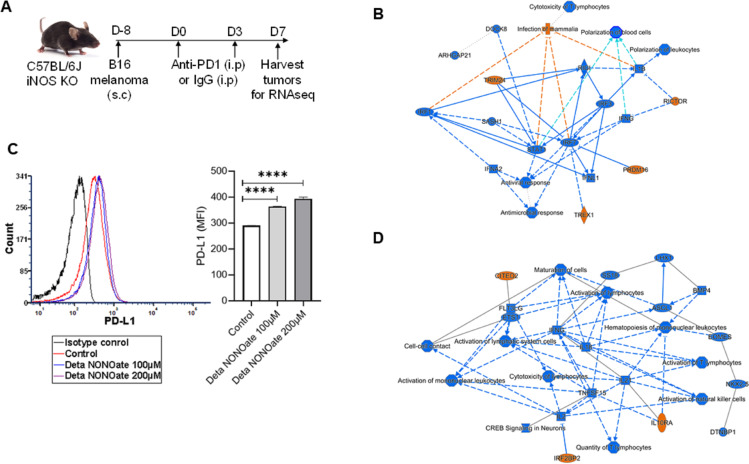
Anti-PD-1 antibody treatment in iNOS KO mice results in reduced interferon responses. C57BL/6J WT or iNOS KO mice were subcutaneously injected with 1x10^5^ B16-D5 melanoma cells 8 days prior to administration of either anti-PD-1 or IgG control antibodies (250 µg/mouse) (n = 7 mice per group, experiment performed in duplicate). **(A)** Timeline of the experiment. **(B)** Whole transcriptomic analysis of tumors ± anti-PD-1 in iNOS KO mice at 7 days post-treatment of antibodies, followed by pathway analysis. Tumors were processed individually, n = 3 mice per group at study endpoint. **(C)** Flow cytometric analysis of cell surface PD-L1 expression in B16 melanoma cells following treatment for 24 hrs with varying concentrations of DETA-NONOate. Representative histograms (left panel) and mean fluorescence intensity (MFI) of PD-L1 expression (right panel) are shown. Data were collected from 2 independent experiments. Ordinary one-way ANOVA with Dunnett’s multiple comparisons test was used to analyze the data. ****p < 0.0001. **(D)** Whole transcriptome analysis was performed on tumor masses from anti-PD-1-treated WT and anti-PD-1-treated iNOS knockout mice 7 days after antibody treatment, followed by pathway analysis. Tumors were processed individually, n = 3 mice per group at study endpoint.

Recent studies have demonstrated that IFN signaling regulates PD-L1 expression on melanoma cells (21). To examine the link between nitric oxide (NO), IFN signaling, and PD-L1 expression, we tested whether elevated NO levels upregulate PD-L1 as a functional marker of IFN activity. B16-D5 melanoma cells treated with increasing concentrations of Deta NONOate showed significantly enhanced PD-L1 expression at 200 μM (**Figure 4C**). 

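The 25 cytotoxic lymphocyte genes had a median log2 fold change of −3.24 between anti-PD-1-treated iNOS KO and WT tumors (25 of 25 lower, adjusted p = 0.0180 from limma's fry). With the 2 genes whose iNOS KO counts were all at or under the limit set to their bounds, the median was −2.83. Their mean log2 expression was −0.26, −0.48 and −0.08 in the 3 iNOS KO tumors and 0.91, 1.64 and 0.92 in WT replicates 2, 3 and 4. In WT replicates 3 and 4 these genes had 2.46 and 2.97 times the counts that the background alone would give (medians over the 25 genes), against 70.7 times in replicate 2. Subtracting the background brought the WT values to 0.90, 1.03 and 0.51 and the median log2 fold change to −2.83 (adjusted p = 0.0337). With fry or camera's preset correlation the alternatives gave adjusted p-values from 1.27e-06 to 0.373, and camera with a correlation estimated from the data gave 0.395. The 0.373 came with the background level as a covariate, where the median was −1.74, and a fit of only the groups compared gave −3.31 (adjusted p = 0.203). With each of the 6 tumors left out in turn the median stayed between −3.48 and −2.73, and the adjusted p-value was 0.0783 without iNOS KO replicate 1, 0.121 without iNOS KO replicate 2 and 0.0577 without WT replicate 3. The 35 IFN-γ response genes had a median log2 fold change of −0.73 (33 of 35 lower, adjusted p = 0.573 from limma's fry), which became −0.04 without WT replicate 2. Their mean log2 expression was 4.09, 4.08 and 4.17 in iNOS KO tumors and 5.47, 4.59 and 4.29 in WT tumors.

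**Figure D4:**
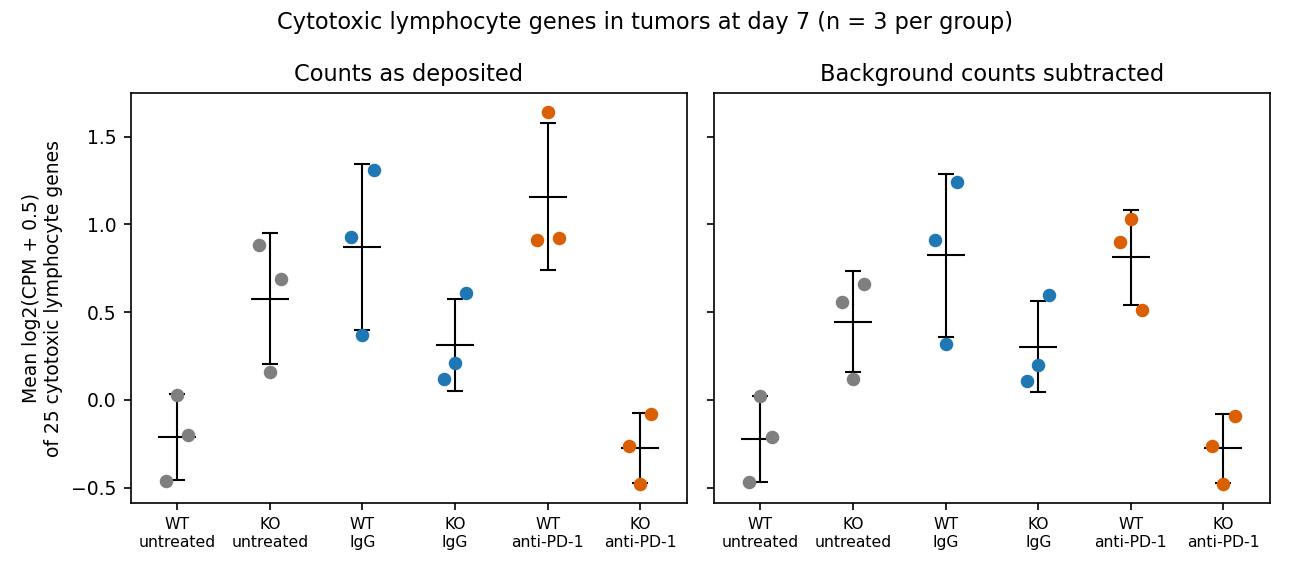
Mean log2 expression of the 25 cytotoxic lymphocyte genes (vertical axis, log2 of CPM plus 0.5) in WT and iNOS KO tumors at day 7 by treatment, with the counts as deposited on the left and with the background subtracted on the right. Each point is 1 tumor, the line is the mean and the bars are the SD (n = 3), and the anti-PD-1-treated iNOS KO tumors, at −0.26, −0.48 and −0.08 in the left panel, lie under the anti-PD-1-treated WT tumors in both panels.

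Cd8a (ENSMUSG00000053977.13, chromosome 6, 71373427 to 71379173), which encodes the CD8 alpha chain, had 7, 10 and 7 counts in iNOS KO tumors and 39, 88 and 60 counts in WT tumors, of which the background would give 1.17, 28.5 and 16.2. Its log2 fold change was −3.83 (standard error 1.03, adjusted p = 0.123 from edgeR). Eomes (ENSMUSG00000032446.14, chromosome 9, 118478212 to 118486132) had 13, 8 and 2 counts in iNOS KO and 66, 68 and 27 in WT tumors, with a background of 1.34, 32.6 and 18.5, and a log2 fold change of −3.55 (standard error 0.979, adjusted p = 0.123 from edgeR). DESeq2 called both, with adjusted p-values of 0.00162 for Cd8a and 0.00375 for Eomes, where the alternatives reached from these values to 1. Lhx1 (ENSMUSG00000018698.15, chromosome 11, 84518284 to 84525535) had 0 counts in the 3 iNOS KO tumors and 5, 134 and 75 in the WT tumors, with 4.19 and 4.13 times the background in replicates 3 and 4. Il21 (ENSMUSG00000027718.8, chromosome 3, 37222759 to 37232636) had 0 counts in the iNOS KO tumors and 0, 48 and 32 in the WT tumors, with a background of 1.70, 41.3 and 23.5. Ifng had 0, 2 and 0 counts in iNOS KO and 0, 6 and 14 in WT tumors, with a background of 0.418, 10.2 and 5.78. Most of the WT counts of Il21, and in replicate 3 all of those of Ifng, were at the level of the background, so no fold is given for them. All 17 genes of Fig. 4D were tested, and 13 moved in the direction of the figure's colors. Adjusted over the list alone, 4 passed, Lhx1, Eomes, Il21 and Dtnbp1, of which Dtnbp1 (ENSMUSG00000057531.14) was higher in iNOS KO tumors, and the figure was drawn from these samples. Over all genes tested, 0 passed, and 7 had an unadjusted p-value under 0.05. Of the 14 genes in blue, 5 had under 2 times the background counts in WT replicates 3 and 4 together.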

Extending these findings, transcriptomic analysis of tumors from anti–PD-1–treated WT and iNOS KO mice revealed reduced cytotoxic activity and IFN-γ response in the iNOS-deficient group (**Figure 4D**), reinforcing NO’s essential role in anti–PD-1 efficacy.

Collectively, these findings indicate that NO contributes to an optimal interferon-dependent response to anti-PD-1 therapy. In the absence of iNOS, anti-PD-1 treatment elicits a muted interferon signature and fails to effectively control tumor growth, highlighting a critical role for NO in modulating the efficacy of immune checkpoint blockade.

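Within iNOS KO mice at day 7, anti-PD-1 and IgG tumors differed in 0 genes at an adjusted p-value under 0.05, with 262 higher and 337 lower after anti-PD-1 at an unadjusted p-value under 0.05. These were 415 and 585 without anti-PD-1 replicate 3 and 135 and 260 without IgG replicate 3. With the background level as a covariate the balance reversed, to 872 higher and 681 lower. The background was low in these 6 libraries, at 11.7 to 37.4 CPM on the receptor genes. At an adjusted p-value under 0.05, the alternative that moved the count most was the fit without the filter on low counts, with 78 genes. The type I interferon-stimulated genes had a median log2 fold change of −0.23 (34 of 40 lower, adjusted p = 0.593 from limma's fry), the IFN-γ response genes of −0.58 (35 of 35 lower, adjusted p = 0.573) and the cytotoxic lymphocyte genes of −1.40 (23 of 25 lower, adjusted p = 0.374). Without IgG replicate 3 the 3 medians were −0.13, −0.20 and −0.89. After IgG, Irf3 had 37.7 ± 3.33 CPM and Irf7 28.8 ± 3.16 CPM (SD, n = 3 for each gene), and Irf1 had 26.5, 23.5 and 46.1 CPM in the 3 tumors. The log2 fold change from IgG to anti-PD-1 was −0.32 for Irf1 (standard error 0.322, adjusted p = 1 from edgeR), −0.03 for Irf3 and −0.54 for Irf7 (standard error 0.490). Without IgG replicate 3 the change in Irf1 was 0.05. Of the 17 genes in Fig. 4B, 13 could be tested in this comparison, and 11 of them moved in the direction of the figure's colors, 0 of them with an unadjusted p-value under 0.05.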

## Discussion

Early doses of anti–PD-1 therapy are critical for assessing patient response, with some achieving complete remission after just one pembrolizumab treatment (22). However, obtaining these early samples can be challenging in clinical practice. Anti-PD-1 therapy has been shown to increase IFN responses (9). Interferon and STAT1 signaling lead to increased iNOS production (20). Reactive nitrogen species are one mechanism of promoting melanoma cell death (23). Interestingly, while iNOS has historically been associated with poor responses, our published data indicate that elevated levels of protein nitration can lead to improved responses to ipilimumab (3). This dichotomy is supported by literature, as continuous interferon expression contributes to melanoma growth and metastasis (24).

Given the upregulation of IFN pathways, we hypothesized that a NO-producing cell type would be elevated prior to anti-PD-1 therapy. To test this, we analyzed peripheral blood samples from 27 melanoma patients before treatment with pembrolizumab or nivolumab (median age, 74; 59.3% male) using flow cytometry and clustered cells via our MPATR algorithm. PLS regression analyses identified a significant two-component PLS model that distinguished between high- and low-risk patients (p = 0.00068) (**Supplementary Figure 2A**, **Supplementary Table 1**). CPH regression was also performed for each phenotype. Immune cells expressing NO with potential regulatory function were associated with poor response (Node X39 – CD127^low^CD4^+^T cell, HR 1.721(also in top 10 loading components), 95% confidence interval (CI)= 1.082-2.736, p = 0.022; Node X153 - CD127^low^CD8^+^T cell, HR 1.677, 95% CI: 1.023-2.75, p = 0.040; Node X83 - CD56^int^CD11c^+^ NK cell, HR = 1.795, 95% CI = 1.02-3.157, p =0.042) whereas a classical dendritic cell (Node X29 - CD11c+; HR 0.453, 95% CI = 0.207-0.992, p =0.048) was associated with good response (**Supplementary Figure 2B**). Notably, cells expressing NO associated with poor response exhibit markers of potential regulation and have low interferon-producing potential, whereas dendritic cells can mount an interferon-dependent response and differentiation (25), which supports their sensitivity to anti-PD-1 therapy. Our findings underscore that NO, produced via iNOS, is essential for effective anti–PD-1 therapy.

These findings refine our understanding of nitric oxide, suggesting that a robust NO response may contribute to anti-PD-1 therapeutic efficacy in a manner that is highly dependent on cellular and environmental context. To assess systemic relevance, we analyzed peripheral blood mononuclear cells (PBMCs) from melanoma patients, comparing them with observations from the murine model, and found that interferon-dependent cells producing nitric oxide are present in the circulating PBMCs of melanoma patients with increased PFS. Our conclusions were largely based on a commonly used immunotherapy B16 murine model. However, validation in additional tumor models and human systems will be important to substantiate the roles of NO during treatment. We are actively investigating whether this work can uncover a novel therapeutic strategy or predictive biomarker that could transform the way patients are selected for anti–PD–1 therapy and improve clinical outcomes.

## Data Availability

The RNA sequencing datasets generated for this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE334585. The MPATR flow cytometry/data for survival analysis and histology images supporting the findings of this study are publicly available in the Immunology Database and Analysis Portal under study accession SDY3667. Please contact the corresponding author for other manuscript requests.

How the deposited data were processed for this re-analysis (not part of the article)

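RNA from 48 mouse tumors was used, 3 in each of 16 conditions. The first experiment has 30 tumors of WT mice that were untreated at 0 hours, or untreated or treated with IgG or anti-PD-1 at 6 hours, day 1 and day 3. The second has 18 tumors of WT and iNOS KO mice at day 7, untreated or treated with IgG or anti-PD-1. According to the authors, strand-specific libraries were sequenced as paired ends on an Illumina NovaSeq, adapters were removed, reads were aligned to mm10 with STAR, and reads per gene were estimated with RSEM on GENCODE vM21. The deposited table holds these counts for each gene and library as the authors made them, as whole numbers without normalization. Its name refers to another counting program than the methods do, and the values do not show which of the 2 was used. All 48 columns and 55450 gene identifiers were used, and each identifier matched vM21, whose primary assembly lists 55536 genes.

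Conditions were taken from the sample titles, because the other label fields conflict with them in most samples. The titles of the second experiment give no time, and day 7 was taken from the paper. The genotype field reads WT for all 48 samples, although 9 titles give KO. Replicate numbers in the titles were not taken as pairs. Over the pairs of libraries with the same number in different groups, the median correlation of their deviations from the group mean was −0.04 in the first experiment (65 pairs) and −0.07 in the second (36 pairs), so a block by replicate number was run only as an alternative. No 2 replicates were copies of each other, since the chi-square per gene between libraries of a group was between 16.2 and 411.

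Each experiment was fitted on its own with edgeR 4.0.16 in R 4.3.3, with TMM normalization, 1 coefficient per condition, and the quasi-likelihood F-test. Genes had to pass filterByExpr with a minimum count of 10, which left 26848 genes in the first experiment (20 residual degrees of freedom) and 30837 in the second (12 residual degrees of freedom). P-values were adjusted by the Benjamini-Hochberg method over all genes of a comparison, with a threshold of 0.05. Libraries had between 25574203 and 47687872 counts on genes in the first experiment (median 37544682) and between 11625862 and 40959309 in the second (median 34916322). The fit was tested on simulated data with the depth of the second experiment and its spread as a trend over expression. Genes were drawn independently and no library was shifted as a whole. The share of genes called therefore need not be the power in the real comparisons. Of 200 genes with a 4-fold change in 3 tumors against 3, the fit called 70, all of them among the 109 with at least 1 CPM, and 2 other genes. With no change it called 0 genes, and 1440 had an unadjusted p-value under 0.05.

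Lists of genes were tested with fry of limma 3.58.1 on the same fits, and the reported value is the median log2 fold change of the list. The 3 primary lists are type I interferon-stimulated genes, IFN-γ response genes and cytotoxic lymphocyte genes. Their tests in 10 comparisons were adjusted together as 30 tests. Another 14 lists hold markers of melanoma cells, leukocytes, macrophages, neutrophils, B cells, skeletal muscle, keratinocytes, adipocytes, endothelium and fibroblasts, genes of hypoxia, proliferation and erythrocytes, and sex-specific genes. No 2 of these lists share a gene. The mean log2 expression of a list in a tumor was taken over log2 of CPM plus 0.5.

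The conditions, the 10 comparisons, the tests, the 17 lists, the rule for naming genes and a first set of alternatives were written before the data were examined. The rule names every gene in the paper's text or in Fig. 3A, 4B and 4D (39 genes in the 3 figures), Nos2 in every sample, Cd274 and Cd8a, and up to 3 genes per direction with an adjusted p-value under 0.05 and no overlap between groups. Not every gene that the rule covers is reported. That first set holds DESeq2's size factors in the edgeR fit, no filter (every gene with at least 1 count), a replicate block, only the groups compared in the fit, the Wald test of DESeq2 1.42.0, IgG and untreated tumors pooled as 1 control at 6 hours, camera with its preset correlation of 0.01, and each replicate left out in turn. Chosen after seeing the data were 2 further comparisons at day 7, untreated iNOS KO with untreated WT tumors and the difference between that contrast and the same contrast after anti-PD-1, as well as the alternatives that deal with the background. For these, the counts on 1490 olfactory, vomeronasal and taste receptor genes (5461.1 kb of exons) were divided by their exonic length, and the resulting rate was subtracted from every gene in proportion to its exonic length, in edgeR and in DESeq2, or its log2 was added to the fit as a covariate.

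Correlations and comparisons of single values used permutation tests, exact where the numbers allowed and otherwise with 100000 permutations, all two-sided. Random lists were drawn 10000 times. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The knowledge base of Ingenuity Pathway Analysis was not used, so pathway scores and predicted activities are not given. The flow cytometry, histology, tumor growth, NO and patient measurements were not analysed here.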

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

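All tests in this part were chosen only after the results were seen, and the 2 comparisons were themselves chosen after seeing the data.

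The paper compares the growth of untreated tumors in iNOS KO and WT mice but reports no comparison of their RNA at day 7, and a signal appeared there. At an adjusted p-value under 0.05, 181 genes differed, 180 of them higher and 1 lower in iNOS KO tumors. The median log2 fold change of all genes was 0.49, with 0.56 under DESeq2's size factors and 0.18 with the background counts subtracted, so the changes stand against a shift of the whole library. Of the 180 higher genes, 33 encode ribosomal proteins, 18 the respiratory chain, 5 mitochondrial ribosomes, and 15 belong to the interferon and cytotoxic lists. IFN-γ response genes had a median log2 fold change of 1.31 (35 of 35 higher, adjusted p = 0.00965 from limma's fry over the 3 lists) and cytotoxic lymphocyte genes one of 1.79 (25 of 25 higher, adjusted p = 0.00965), or 1.64 with 4 genes at the limit of 3 counts set to their bounds. Type I interferon-stimulated genes had a median of 0.37 (adjusted p = 0.222). Cxcl9, which was picked for its value, had a log2 fold change of 3.84 (standard error 0.638, adjusted p = 0.0097 from edgeR, range over the alternatives 7.95e-38 to 0.0357). Single tumors moved the count, which was 48, 97 and 92 without untreated WT replicates 1, 2 and 3 and 339 without untreated iNOS KO replicate 4.

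Technical explanations were tested for this signal. A gain of short transcripts is a candidate explanation for part of it, since the log2 fold change fell with exonic length over 9856 genes (Spearman's rho −0.403, genes not being independent) and the higher genes had a median exonic length of 1700 bases against 4964. It is not enough for the 29 IFN-γ response genes with a log2 CPM of at least 3, whose median was 1.215. Of 10000 random lists of the same length and expression, 0 had as high a median, the highest being 0.24. The same held for the ribosomal protein genes, with a median of 0.83 against a highest random median of 0.35. It also held for the type I genes, with 0.37 against 0.18, although fry gave them an adjusted p-value of 0.222. Random lists lack the correlation between the genes of a list. Passing this test is therefore not evidence of a difference between the groups. Background counts in untreated iNOS KO replicate 1 are not enough for the IFN-γ response genes either. After subtraction their median was 1.34 (adjusted p = 0.0111, range over the alternatives with fry or the preset correlation 6.39e-21 to 0.0781). A larger share of leukocytes cannot be told apart from a response within cells. Leukocyte markers had a median log2 fold change of 0.26. Macrophage markers had −0.36 (9 of 9 lower) and B cell markers 1.71 (4 of 5 higher), so these lists did not move together. The IFN-γ response score minus the leukocyte score was higher in each iNOS KO tumor than in each WT tumor, but the exact permutation p-value of 0.1 is the smallest that 3 tumors against 3 allow. Of the 10 splits of the 6 tumors, 1, the real one, gave as many genes, and likewise 1 of the 10 gave as small a p-value for the IFN-γ response genes and 1 of the 10 for the cytotoxic lymphocyte genes, which is the lowest share that 10 splits allow. With camera and a correlation between genes estimated from the data, the adjusted p-value over the 3 lists was 0.108 for the IFN-γ response genes and 0.127 for the cytotoxic lymphocyte genes, so neither call held. In the planned comparison after IgG, the genotypes differed in 0 genes at an adjusted p-value under 0.05. The medians there were 0.10 for the IFN-γ response genes and −0.98 for the cytotoxic lymphocyte genes (adjusted p = 0.943 and 0.479 from limma's fry). The signal thus did not recur in the other tumors without anti-PD-1. The genotype is the difference that the design names, and it remains open as an untested explanation.

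The planned interaction set anti-PD-1 against IgG and reached an adjusted p-value under 0.05 for 0 genes. Its medians were −0.72 for the IFN-γ response genes and −2.04 for the cytotoxic lymphocyte genes (adjusted p = 0.593 and 0.388 from limma's fry). The change in the genotype difference from untreated to anti-PD-1 tumors was tested only after seeing the data. It reached an adjusted p-value under 0.05 for 6919 genes, 880 higher and 6039 lower after anti-PD-1, against a median of −1.36 over all genes (−0.40 with the background subtracted). The median log2 difference was −2.05 for the IFN-γ response genes (35 of 35 lower, adjusted p = 0.00952 from limma's fry) and −4.69 for the cytotoxic lymphocyte genes (25 of 25 lower, adjusted p = 0.000254). The count of genes may come largely from the background in 3 of the 12 libraries, since subtraction left 564 genes. Entering the background level as a covariate left 0 (943 at an unadjusted p-value under 0.05), but this level went with the contrast. Receptor genes had 49.4 to 3686.6 CPM in WT anti-PD-1 and 60.5 to 908.6 CPM in untreated iNOS KO tumors. They had 15.7 to 17.2 CPM in iNOS KO anti-PD-1 and 15.5 to 32.9 CPM in untreated WT tumors. The covariate can thus take out a real difference together with the background. The count also depended on single libraries, since leaving out any 1 of the 12 moved it by over 1.5 times, from 169 genes without WT anti-PD-1 replicate 3 to 18929 without WT anti-PD-1 replicate 2. Among 100 splits drawn, 1, the real one, gave as many genes, and in the same way 1 of 100 gave as small a p-value for the IFN-γ response genes and 1 of 100 for the cytotoxic lymphocyte genes, so a random assignment of tumors to groups is an unlikely source of these 3 results. The 2 lists stayed lower in all of the alternatives in which they were run, with adjusted p-values from fry or the preset correlation between 8.85e-09 and 0.0351 and between 9.8e-08 and 0.0163. With camera and an estimated correlation the adjusted p-values were 0.252 and 0.143, so neither call held. As in the untreated tumors, a change in the share of leukocytes was not excluded.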

How the results depend on the processing

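The alternatives that deal with the background and those of the 2 added comparisons were chosen only after the data were seen. Of 176 counts of genes under the alternatives, 125 stayed within 1.5 times the reported count and 51 moved. Of 507 values of the lists, 451 kept their direction and side of the threshold, 8 became weaker, 22 stronger and 26 reversed. Of 308 values of single genes, 275 kept both, 11 became weaker, 14 stronger and 8 reversed. Except where a reason is given, the cause was not tested.

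With the DESeq2 Wald test, counts rose from 0 to 1 (6 hours, anti-PD-1 against IgG), 7 (against untreated), 10 (IgG against untreated), 2 (day 1), 21 (day 3), 3227 (iNOS KO against WT after anti-PD-1), 20 (anti-PD-1 against IgG in iNOS KO), 231 (the same in WT), 20 (interaction) and 29 (iNOS KO against WT after IgG), and from 181 to 936 in untreated tumors. DESeq2 on background-subtracted counts gave 996, 19, 387, 20 and 30 for the same 5 comparisons at day 7, 914 in untreated tumors and 3593 for the genotype difference between anti-PD-1 and untreated tumors. With no filter, counts were 75 (6 hours, against untreated), 2829, 78, 982, 270 and 2.7e+02 (60 higher and 214 lower) for the 5 comparisons at day 7, 1349 in untreated tumors and 10720 for the genotype difference. The background level as a covariate gave 27 in untreated tumors and 0 (943 at an unadjusted p-value under 0.05) for the genotype difference, which had 564 with background counts subtracted, 24 with only the groups compared in the fit and 1408 with a replicate block.

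In the fits that each left out 1 replicate, counts ranged from 0 to 1 at 6 hours against untreated tumors (1 without untreated replicate 2). They ranged from 0 to 4959 for iNOS KO against WT after anti-PD-1 and from 0 to 2271 for anti-PD-1 against IgG in WT, both highest without WT anti-PD-1 replicate 2. In untreated tumors they ranged from 48 (without WT replicate 1) to 339 (without iNOS KO replicate 4), and for the genotype difference from 169 (without WT anti-PD-1 replicate 3) to 18929 (without WT anti-PD-1 replicate 2).

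Camera with its preset correlation of 0.01 put these medians past the threshold: 0.29, 0.83 and 0.60 (6 hours, against IgG, in the order type I, IFN-γ, cytotoxic), 0.77, 1.72 and 1.03 (against untreated), 0.58 and 0.85 (type I and IFN-γ, IgG against untreated), −0.23, −0.58 and −1.40 (anti-PD-1 against IgG in iNOS KO), −0.28 (type I in WT), −0.72 and −2.04 (IFN-γ and cytotoxic, interaction), −0.98 (cytotoxic, iNOS KO against WT after IgG), −0.40, −1.24 and −1.22 (day 1), 0.25 and 0.67 (type I and IFN-γ, day 3) and 0.37 (type I, untreated tumors). With camera and the correlation estimated from the data, none of the 30 list tests, and none of the 6 in the 2 added comparisons, had an adjusted p-value under 0.05. Of those past the threshold with fry, the cytotoxic list in iNOS KO against WT tumors after anti-PD-1 then had an adjusted p-value of 0.395 (range over the alternatives with fry or the preset correlation 1.27e-06 to 0.373).

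That cytotoxic result was weaker with the background level as a covariate (−1.74, adjusted p = 0.373) and with only the groups compared (−3.31, adjusted p = 0.203), where fewer tumors enter the fit. With 1 replicate left out it ranged from −3.48 to −2.73, and the adjusted p-value passed 0.05 without iNOS KO replicate 1 (0.0783), iNOS KO replicate 2 (0.121) and WT replicate 3 (0.0577). In untreated tumors the cytotoxic list was weaker with the covariate (1.05, adjusted p = 0.0503) and with only the groups compared (1.36, adjusted p = 0.0781, range with fry or the preset correlation 1.15e-05 to 0.0781), as was the IFN-γ list (1.36, adjusted p = 0.0781, range 6.39e-21 to 0.0781 with the same tests). For the genotype difference, the type I list was stronger with the covariate (−1.24, adjusted p = 0.0362, range 0.0362 to 0.806 with the same tests).

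Directions of lists reversed under a few settings. The type I list at 6 hours against IgG was −0.077 with a replicate block. Cytotoxic genes in WT, anti-PD-1 against IgG, were −0.23 with the covariate, and IFN-γ genes after IgG, iNOS KO against WT, were −0.14 with it. The type I list in the interaction was −0.028 with DESeq2's size factors, −0.035 with background counts subtracted, −0.19 with the covariate and −0.015 with only the groups compared. With 1 replicate left out, the type I list at 6 hours against IgG ranged from −0.12 (anti-PD-1 replicate 5) to 0.65. IgG against untreated ranged from −0.29 to 1.20 for IFN-γ genes and from −0.11 to 1.28 for cytotoxic genes, both lowest without IgG replicate 1. Type I genes ranged from −0.33 to 0.30 for iNOS KO against WT after anti-PD-1 (highest without WT replicate 2) and from −0.26 to 0.40 in the interaction (lowest without WT anti-PD-1 replicate 3). In WT tumors, anti-PD-1 against IgG, IFN-γ genes ranged from −0.21 (anti-PD-1 replicate 2) to 0.55 and cytotoxic genes from −0.12 (IgG replicate 2) to 0.82. After IgG, iNOS KO against WT, IFN-γ genes ranged from −0.27 (iNOS KO replicate 3) to 0.33. Day 1 ranged from −0.75 to 0.14 for type I and from −1.77 to 0.18 for IFN-γ genes, highest without IgG replicate 4. Day 3 ranged from −0.034 to 0.45 for type I and from −0.26 to 1.14 for IFN-γ genes, lowest without anti-PD-1 replicate 3, and from −1.01 to 0.41 for cytotoxic genes, highest without IgG replicate 3.

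Single genes reversed as well in iNOS KO against WT tumors after anti-PD-1. Irf3 was −0.18 with the covariate and −0.043 in DESeq2 on background-subtracted counts, Ifng was 1.15 with the covariate, and Cd274 was 0.030 with a replicate block. With 1 replicate left out, Irf7 ranged from −0.77 to 0.59 and Cd274 from −0.34 to 0.14, each highest without WT replicate 2, and Irf3 from −0.0073 (WT replicate 3) to 0.30. In iNOS KO tumors, anti-PD-1 against IgG, Irf1 ranged from −0.50 to 0.046 (IgG replicate 3).

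Depth limits the genes with few counts. In the simulated data, 0 of the changed genes under 1 CPM were called, so a count of 0 genes does not exclude changes there, and in WT anti-PD-1 replicates 3 and 4 the limit of 3 counts was 0.197 and 0.143 CPM.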

Differences from the paper's values

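The paper gives about 60 M read pairs per sample, and the deposited counts on genes had a mean of 35.8 M per library. The 2 are not the same measure, read pairs in the first case and counts on genes in the second. None of the alternatives set before the data were examined changes the number of deposited counts, so none closed the gap.

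In the paper, regulators and interferons of Fig. 3A are more active or higher after anti-PD-1 at 6 hours. Here 0 genes passed an adjusted p-value of 0.05 against IgG (1175 at an unadjusted p-value under 0.05) or against untreated tumors (886). Without a filter, Irf1 had an adjusted p-value of 0.0247 against untreated tumors (range over the alternatives 0.0247 to 1) and Cd274 of 0.0383 (range 0.0383 to 1), and camera with its preset correlation called the 3 lists in both comparisons. Ifnb1, drawn in orange, had 0 counts in the 9 libraries. Zbtb10 and Ifnar1, drawn in orange, had log2 fold changes of −0.63 and −0.04 against IgG, and Ackr2, drawn in blue, had 0.23.

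The paper describes interferon regulators as lower in iNOS KO than in WT tumors after anti-PD-1. Irf3 had a log2 fold change of 0.14, and it was lower with the background level as a covariate (−0.18) and in DESeq2 on background-subtracted counts (−0.04), both of which were chosen after seeing the values, and without WT anti-PD-1 replicate 3 (−0.01). Irf1 and Irf7 were lower, and neither passed an adjusted p-value of 0.05. Of the other genes drawn in blue in Fig. 4B, Ddx58, Arhgap21 and Sash1 were higher, with 0.21, 0.30 and 0.36. For anti-PD-1 against IgG in iNOS KO tumors, the comparison in the legend, Trim24 and Rictor are drawn in orange and had −0.096 and −0.090.

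For Fig. 4D, Dtnbp1, Ets1 and Ss18 are drawn in blue and had log2 fold changes of 0.55, 0.49 and 0.22, and Il10ra is drawn in orange and had −0.90. Genes past an adjusted p-value of 0.05 came to 0 here (9959 at an unadjusted p-value under 0.05). The DESeq2 Wald test called Lhx1 (adjusted p = 0.00203, range over the alternatives 2.24e-06 to 1), Eomes, Il21, Dtnbp1 and, in Fig. 4B, Prdm16. Without a filter, Lhx1 and Eomes passed (adjusted p = 2.24e-06 and 0.0202), as they did without WT anti-PD-1 replicate 2 (0.0214 and 0.0352). DESeq2 on background-subtracted counts, chosen after seeing the values, called both as well (0.0124 and 0.0477).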

Other observations

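Chosen before any result was seen were the splits of the 10 planned comparisons and the 2 tests of leukocyte markers in anti-PD-1 tumors, and the other tests in this part were chosen only after the result was seen.

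Background counts are a candidate explanation for many of the genes that were lower in iNOS KO than in WT tumors after anti-PD-1 at day 7. Subtracting them took the number at an unadjusted p-value under 0.05 from 8204 to 4019, and the background level as a covariate left 404 (with 511 higher and an overall median of 0.01). In simulated data with this background and no other change, 1540 genes were lower before subtraction and 831 after it. Simulated data with no change had 1440 genes in both directions together. The simulated background gave fewer lower genes than the 8204 observed. The simulated baseline was the mean over all 18 libraries, so it already held background in every tumor. The 1540 therefore cannot bound how many of the 8204 come from background. Subtraction did not remove the lower values of the cytotoxic lymphocyte genes, whose median was then −2.83 (adjusted p = 0.0337, range over the alternatives with fry or the preset correlation 1.27e-06 to 0.373). With the background level as a covariate their median was −1.74 (adjusted p = 0.373 from limma's fry), so the call did not hold. This level was higher in each WT than in each iNOS KO tumor. The covariate results therefore cannot separate the background from a genotype difference. In WT anti-PD-1 replicates 3 and 4, 18 and 20 of the 25 genes had over 2 times the background counts, and 0 of 10000 random lists of 25 receptor genes had as high a ratio. The rate was set on these receptor genes, so their lists lie near it by design. They do not bound the background on other genes. The ratios were 2.46 and 2.97 for this list, against 2.08 and 2.07 for the 8204 lower genes. No biological explanation was tested for the background itself.

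A lower share of leukocytes in the anti-PD-1-treated iNOS KO tumors cannot be told apart from a change within cells. Leukocyte markers had a median log2 fold change of −0.43 (7 of 7 lower), and the cytotoxic score minus the leukocyte score was −4.00, −2.97 and −3.88 in iNOS KO and −3.70, −2.03 and −2.38 in WT tumors (exact permutation test, two-sided, p = 0.2, where 0.1 is the smallest possible). The same holds at 6 hours, where leukocyte markers had a median of 0.27 against IgG and the IFN-γ response score minus the leukocyte score differed by 0.60 (exact permutation test, two-sided, p = 0.6).

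In the splits of the tumors, 10 of 10 gave at least as many genes with an adjusted p-value under 0.05 in each of the 9 planned comparisons of 2 groups, and 100 of 100 drawn splits did so for the interaction, which a count of 0 makes certain. For iNOS KO against WT tumors after anti-PD-1, 1 of the 10 splits gave as many genes at an unadjusted p-value under 0.05, and 1 of the 10 gave as small a p-value for the cytotoxic lymphocyte genes, the lowest share possible.

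Nos2 rose with the IFN-γ response genes across the 30 WT tumors of the first experiment. Pearson's r between their log2 levels was 0.66 (permutation p = 0.00018, adjusted p = 0.00072 over 12 relations) and Spearman's rho was 0.45 (permutation p = 0.013), and r was 0.47 without the 2 tumors farthest from the median. Taken as deviations from the condition mean, r was 0.68 (permutation p = 1e-05, the smallest that the permutations can give, adjusted p = 6e-05) and rho 0.64 (permutation p = 0.00016), with r = 0.61 without 2 tumors. A different share of leukocytes is not enough to explain it, since r between the deviations was 0.75 after regression on the leukocyte score, although without deviations from the condition mean the regressed r fell from 0.60 to 0.31 without 2 tumors. Among the 18 tumors of day 7, r was 0.37 (permutation p = 0.12) and rho 0.29 (permutation p = 0.24), with r = 0.28 without 2 tumors, and r was −0.14 between deviations after regression. Whether the relation differs between the 2 experiments was not tested, and it may be particular to the first, on which it was both noticed and tested. No biological explanation was tested for it.

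The paper reports no RNA comparison at day 1 or day 3. Anti-PD-1 differed from IgG in 0 genes at day 1 (976 at an unadjusted p-value under 0.05) and 0 at day 3 (575). Median log2 fold changes at day 1 were −0.40 for the type I interferon-stimulated genes, −1.24 for the IFN-γ response genes and −1.22 for the cytotoxic lymphocyte genes (adjusted p = 0.698, 0.573 and 0.394 from limma's fry). Without IgG replicate 4 the first 2 were 0.14 and 0.18. At day 3 the medians were 0.25, 0.67 and −0.52 (adjusted p = 0.698 or more), and without anti-PD-1 replicate 3 the first 2 were −0.03 and −0.26. At 6 hours, IgG differed from no treatment in 0 genes (1456 at an unadjusted p-value under 0.05). The 1456 became 767 without untreated replicate 4 and 2585 without IgG replicate 2. The cytotoxic lymphocyte genes had a median of 0.33 (adjusted p = 0.704), which was −0.11 without IgG replicate 1. After IgG at day 7, iNOS KO and WT tumors differed in 0 genes (1931 at an unadjusted p-value under 0.05), with medians of −0.17, 0.10 and −0.98 for the 3 lists (adjusted p = 0.708, 0.943 and 0.479). The 1931 became 1020 without iNOS KO IgG replicate 2, 2799 without WT IgG replicate 1 and 3331 with the background level as a covariate. The cytotoxic median ranged from −1.54 to −0.34 with 1 tumor left out in turn. With IFN-γ response genes the direction changed without iNOS KO IgG replicate 3 (−0.27).

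Marker lists in iNOS KO against WT tumors after anti-PD-1 had median log2 fold changes of 0.48 for melanoma cells (10 of 10 higher), 0.00 for macrophages, −0.06 for endothelium, 0.19 for fibroblasts, −0.93 for adipocytes, 1.30 for skeletal muscle and −3.45 for keratinocytes. Neutrophil markers had −6.87 (3 of 3 lower, with 2 at the limit, or −2.45 at their bounds) and B cell markers −2.34. Genes of hypoxia had 0.34, of proliferation 0.31 and of erythrocytes 0.55. At 6 hours against IgG the medians were 0.15 for melanoma cells, 0.19 for macrophages, −0.10 for B cells, 0.53 for keratinocytes, −0.69 for adipocytes, 0.23 for endothelium, −0.38 for fibroblasts, −0.43 for hypoxia, 0.01 for proliferation and 0.08 for erythrocytes. Skeletal muscle had 2.31 (7 of 7 higher) and neutrophils −2.19, or 0.17 at the bounds. Among sex-specific genes, Xist had between 71.5 and 786.0 CPM in the 48 libraries, and Ddx3y and Eif2s3y had 0 counts, Uty at most 1 and Kdm5d at most 2.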
